A study of Mus musculus with 605 samples. Its data were reported in "Signalling by senescent melanocytes hyperactivates hair growth" (2023).

How the data were processed

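Single cells from mouse skin were profiled in 7 groups, 3 of bulge stem cells, 2 of melanocytes and 2 of myeloid cells. Per the study, bulge cells were sorted by a nuclear green reporter under the keratin 14 promoter together with CD34 and low P-cadherin. It describes a red reporter for the melanocytes of its bulk data and gives no separate sort for single melanocytes. The sort of the myeloid cells is not given in the sources used here. Cells were caught singly in microfluidic chambers, where full-length cDNA was made, and the authors left out chambers that held no cell or several cells when seen under the microscope. No doublet caller was run here.

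The deposited values are TPM, a measure of transcript abundance scaled to the same total in each cell, 1 column per cell in 7 tables. Per the paper's methods and the submitters' processing notes, the authors aligned reads with STAR (2.4.2 in the notes) to the mouse genome build GRCm38 (mm10) with a GENCODE annotation, and quantified genes with RSEM. The methods name FPKM for the quantified values but TPM in the limits on single cells, and the deposited tables and their labels name TPM. The tables held 31002 gene identifiers, and a cell's TPM summed to medians between 804568 and 909887 per group, so the tables cover part of the transcripts the authors quantified. TPM keeps no read depth, so the depth per cell is unknown here and the number of genes detected was used in its place. Among the wild-type myeloid columns, 1 matched no label and was not used here. The 77 mutant myeloid columns carry no well, so they entered by group and not as single labelled cells.

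The values of 40 gene symbols with several identifiers were averaged, which left 30957 symbols. Bulge cells were kept with a TPM total of at least 750000, at most 20% of TPM in mitochondrial genes, and 2000 to 7000 genes above 0, the limits the study's methods state. Melanocytes and myeloid cells were kept with the same total and mitochondrial limits, at least 1000 genes and no upper limit. This kept 566 of 605 cells and left out 39, of which 21 were bulge cells. Each cell's TPM was divided by its total, multiplied by 10000 and transformed as log2(value + 1). Differences are of group means on this scale, so they understate the change of genes with low values. A gene counted as detected in a cell at TPM 1 or more. Shares of cells have exact Clopper-Pearson 95% intervals, and a share of 0 has the upper limit of 3 cells of the total. The median difference of all genes detected in at least 10% of the cells of either group was between 0.000843 and 0.0577 in the 5 comparisons.

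The labels name no animal, so each group is 1 sample. No test between groups, standard error or count of changed genes was made from cells. The ranges of list medians over cells drawn again, described below, cover the cells of these plates only. The genes named in each of the 5 comparisons were the 12 with the largest positive and the 12 with the largest negative difference among genes detected in at least 25% of the cells of either group, without mitochondrial, ribosomal protein, predicted and sex-linked genes and pseudogenes. Members of gene lists were also named, by the size of their difference. Some of the genes this rule selects are not reported here. Before the data were examined, 30 gene groups and 19 marker sets, the filters, the comparisons, the rule for named genes and most alternatives were fixed. A list was described from its members detected in at least 10% of the cells of either group where there were at least 4. Its median difference was placed among those of 10000 random lists of the same size, matched on mean expression in 20 bins. Lists outside the central 95% numbered 20 of 32 in mutant against wild-type P56 bulge cells, 15 of 29 in mutant against wild-type P30, 10 of 32 in wild-type P56 against P30, 11 of 24 in melanocytes and 6 of 27 in myeloid cells. For lineage, each cell was given the marker set with the highest mean. Of the list genes, 1 had no row in the tables.

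Bulge, melanocyte and myeloid cells were clustered apart with scanpy 1.11.5 and igraph 0.11.9. Variable genes had a mean above 0.01 and a dispersion above 1 (1367, 1305 and 1188 genes). TPM total and mitochondrial share were regressed out, and scaled values were limited to 10. Leiden clustering on 20 neighbours used 17 principal components and resolution 1.1 for bulge cells, as in the study's methods but with another tool, and 10 components and resolution 0.6 for the others. Clusters were called by a cell type only from the fixed markers. Which clusters to name was decided after they were seen. The focus on clusters 4, 7 and 9 of bulge cells, 2 and 4 of melanocytes and 3 of myeloid cells, and the share of cells in clusters mostly of 1 group, were chosen after the clusters were seen.

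Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, anndata 0.12.19 and matplotlib 3.10.9. The steps were tested on simulated data with 100 genes changed at each fold. For mutant against wild-type P56 bulge cells, 99.0% of genes changed by 4-fold were recovered in a step of 10121 genes. The share was 98.0% for mutant against wild-type P30 (8087 genes in the step) and 96.0% for wild-type P56 against P30 (8006). It was 96.0% for melanocytes (7212) and 96.0% for myeloid cells (7688). Each share is of the 100 changed genes only. The data were simulated, so recovery of real differences between plates was not tested. All genes changed by 16-fold were recovered. The alternatives were a pseudocount of 0.01, TPM without rescaling, centring on the median gene, other filters on cells and genes, cells matched within 300 detected genes, cells of their own lineage only, upper or lower rows of the plate, shares of cells in place of means, other detection limits and other clustering settings. Added after the data were seen were a match of bulge cells on the immediate early score within 0.25, myeloid clustering without macrophage and MHC class II genes, bulge clustering without the immediate early and leading genes, and ranges of list medians over cells drawn again within each plate 2000 times.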

Results

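The data are transcriptomes of 605 single cells sorted from mouse skin, in 7 groups of 1 plate each. Bulge stem cells, the keratinocyte stem cells that renew the hair follicle, came from wild-type mice at postnatal day 30 (P30, 91 cells) and day 56 (P56, 92 cells) and from mutant mice at P56 (94 cells). The mutant is the nevus model of the study, in which a tyrosinase promoter drives activated Nras in melanocytes. Melanocytes (85 wild-type and 88 mutant cells) and myeloid cells (78 wild-type and 77 mutant cells) were all from P56. No label names a mouse, so each group counted as 1 sample. No test between groups was possible, the differences have no replicate check, and genotype or age cannot be told apart from plate. SDs are over cells, and intervals for shares of cells are exact Clopper-Pearson 95% intervals that cover counting error only. Percentiles place a list among random lists of these plates and are descriptions.

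The filter kept 256 of 277 bulge cells, of which 84 were wild-type P30, 83 wild-type P56 and 89 mutant cells. It kept 81 wild-type and 84 mutant melanocytes, and 73 wild-type and 72 mutant myeloid cells. TPM values keep no sequencing depth, so the number of genes detected per cell is the nearest measure of it. Among kept cells its median was 3193 in wild-type P30, 4271 in wild-type P56 and 4425 in mutant bulge cells. It was 2234 in wild-type and 2874 in mutant melanocytes, and 2946 and 2945 in wild-type and mutant myeloid cells.

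Most sorted cells carried the transcripts of their lineage. By the mean of marker genes, 83 of 84 wild-type P30, 82 of 83 wild-type P56 and 89 of 89 mutant bulge cells scored highest for keratinocyte genes. Melanocyte genes led in 76 of 81 wild-type melanocytes (93.8%, interval 86.2 to 98.0) and 80 of 84 mutant melanocytes (95.2%, 88.3 to 98.7). Myeloid genes led in 69 of 73 wild-type and 66 of 72 mutant myeloid cells, and the other 4 and 6 cells scored highest for T or NK cell genes.

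Mutant bulge cells were first compared with wild-type bulge cells of the same age, when wild-type follicles rest in telogen. Gjb2 and Gja1 were among the genes with the greatest positive difference. Mean Gjb2 (connexin 26) was 1572 TPM in mutant and 9.65 TPM in wild-type cells, a difference of 3.31 on the log2(scaled TPM + 1) scale (SD 1.90 and 0.31, n = 89 and 83 cells), and Gja1 (connexin 43) was 2041 against 262 TPM, a difference of 2.37. Ucp2, a mitochondrial carrier, was higher by 3.08 and Fabp5, a fatty acid binding protein, by 2.71. Gnmt, a methyltransferase of methionine metabolism, was at 1162 against 7.50 TPM and was detected in 71.9% of mutant and 3.61% of wild-type cells. Timp3, Slc39a10, Tpm1, Bgn, Igfbp7 and the amino acid transporter genes Slc7a8 and Slc3a2 were higher by 1.76 to 2.19.

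Lower in the mutant were above all immediate early genes, which respond quickly to signals and to tissue dissociation. Mean Fos was 1087 TPM in mutant and 7907 TPM in wild-type cells, a difference of -4.07 (SD 2.15 and 1.67). Atf3 differed by -3.48, Zfp36 by -2.71, Junb by -2.65, Dusp1 by -2.60 and Nr4a1 by -2.34. All 16 measured members of the immediate early list were lower, with a median of -1.88, while the central 95% of random lists lay between -0.14 and 0.33. Krt14, a basal keratin, was at 3207 against 9883 TPM, a difference of -2.98. Nfkbia (-2.52), Crip1 (-2.36), Anxa8 (-2.34), Lgals3 (-2.31) and Ppp1r15a (-2.18) were lower too.

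Many of these differences were smaller in cells matched on immediate early genes. In 23 cells of each plate matched on the mean of that list, the difference was 1.75 for Gjb2, 1.69 for Ucp2, 1.28 for Fabp5, 1.39 for Gja1 and 0.98 for Gnmt. Those of Timp3, Tpm1, Igfbp7, Slc7a8, Slc39a10, Bgn and Slc3a2 were 1.03, 0.98, 0.98, 0.96, 0.81, 0.80 and 0.60. Those of Krt14, Ppp1r15a, Lgals3, Nfkbia and Anxa8 were -0.90, -0.54, -0.07, -0.05 and 0.06. The match sets the mean of the immediate early genes themselves, so their differences in these cells, which for Atf3, Dusp1 and Junb were positive, show nothing further. The match also changed the kinds of cell compared, since it took 10 of 11 mutant cells of bulge cluster 6 and 3 of 3 of cluster 4, but 2 of 35 of cluster 1 and 4 of 21 of cluster 8. Of the 23 wild-type cells it took, 11 were of cluster 9, which held no mutant cell, and 8 of cluster 6. Whether stress or the kind of cell moved the values was not tested. This matching was chosen after the data were seen.

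Genes that the study names as markers of stem cell quiescence were lower in the mutant, 7 of 7 measured members, with a median of -0.44 (percentile 0). Col17a1, a hemidesmosome collagen, was at 227 against 667 TPM and differed by -1.49. The growth factor gene Bmp2 was detected in 4.49% of mutant and 62.7% of wild-type cells, Nfatc1, a transcription factor of bulge stem cells, in 10.1% and 55.4%, and Tgm5 in 2.25% and 37.3%. The study named these genes from its own comparison of such cells, so neither their direction nor their percentile is independent evidence. In wells of rows E to H the quiescence median was -0.29. The 5 outer bulge markers were all higher in the mutant, with a median of 0.60 (percentile 99.9), led by the vitamin D receptor gene Vdr (1.30) and the collagen gene Col18a1 (1.07). In wells of rows A to D and of rows E to H this median was 0.38 and 1.18.

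BMP target genes had a median of -0.27 with 3 members higher and 3 lower, and Id1, Id2 and Id3 differed by -0.68, -0.54 and -0.68. The median was -0.61 over members detected in at least 25% of cells, -0.03 in the cells matched on immediate early genes and -0.001 with all genes. Of 5 WNT inhibitor genes 4 were lower (median -0.19), among them Sostdc1 (-0.55) and Wif1 (-0.39), while Sfrp1 was higher by 0.39. The median of the WNT inhibitors was -0.12 in rows E to H, -0.34 in the matched cells and 0 with all genes. Of the 6 measured signalling factors that the study names, Igfbp7 (1.76), Igfbp4 (1.61) and Fstl1 (0.92) were higher and Wif1, Bmp4 and Tnf were lower, with a median of 0.40. It was -0.08 in wells of rows A to D, 1.27 over members in at least 25% of cells, 0.16 in the matched cells and 0 with all genes. The study chose these factors in mutant melanocytes and not in bulge cells. Too few of them were detected in the single melanocytes to describe the list there.

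**Figure D1:**
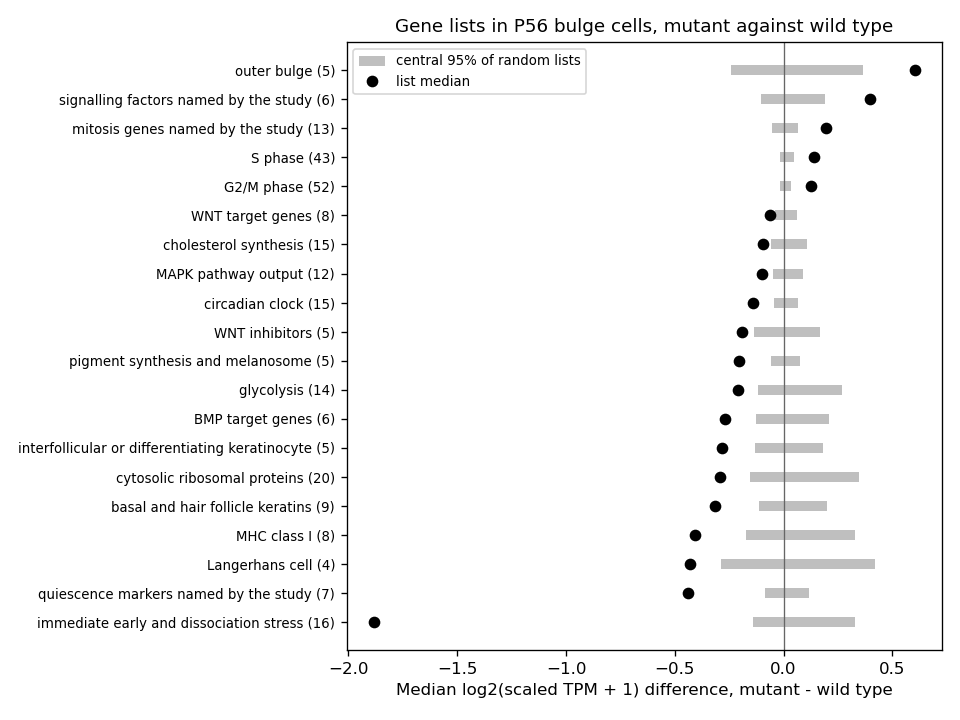
Median difference between mutant and wild-type P56 bulge cells (x axis, log2 scale of scaled TPM + 1) for the 20 of 32 gene lists whose median (black point) lay outside the central 95% of random lists matched on expression (grey bar), with the number of measured genes after each name. The immediate early list lies lowest, at -1.88, and the outer bulge markers highest, at 0.60.

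Cell cycle genes were higher in mutant than in wild-type P56 bulge cells. Of 43 S phase genes 42 were higher (median 0.14), and of 52 measured G2/M phase genes 49 were higher (median 0.13), both at percentile 100. The 13 mitosis genes that the study names were all higher (median 0.19), but the study names them for mutant melanocytes in bulk data and not for bulge cells. Too few were detected in the single melanocytes to describe the list there. In the cells matched on immediate early genes the mitosis median was 0.10. Cdk1, the kinase that drives entry into mitosis, was detected in 30.3% of mutant and 2.41% of wild-type cells, and Birc5, which acts in chromosome segregation, in 18% and 3.61%. Tubb4b, a tubulin gene of the G2/M list, differed by -1.34.

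The cell cycle difference lay in a part of the mutant cells. At least 20 of 54 G2/M genes were detected in 18 of 89 mutant cells (20.2%, interval 12.4 to 30.1), 3 of 83 wild-type P56 cells (3.61%, 0.752 to 10.2) and 3 of 84 wild-type P30 cells (3.57%, 0.743 to 10.1). The median cell had 8, 9 and 7 of these genes, and 2, 4 and 1 cells lay within 3 genes of the limit. With 10 genes required the shares were 40.4% in mutant and 38.6% in wild-type P56 cells, so the gap depends on the limit. With 30 genes they were 15.7% and 1.2%.

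**Figure D2:**
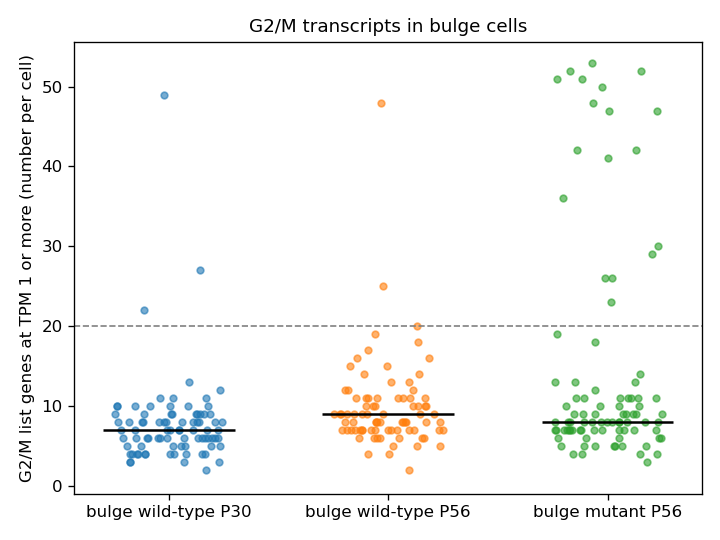
Number of G2/M list genes at TPM 1 or more (y axis) in each bulge cell of the 3 groups (points, spread sideways at random), with medians of 7, 9 and 8 genes as black lines. The dashed line marks 20 genes, reached by 3, 3 and 18 cells.

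Several other gene groups were lower in mutant than in wild-type P56 bulge cells. MHC class I genes, which present peptides to T cells, had a median of -0.41 with 7 of 8 members lower, among them H2-D1 (-0.77) and B2m (-0.68). Follicle and basal keratins had a median of -0.31, glycolysis genes one of -0.21 with 10 of 14 lower, and cholesterol synthesis genes one of -0.09 with 12 of 15 lower. In the cells matched on immediate early genes the medians of these 4 lists were 0.21, 0.27, 0.14 and 0.06, on the other side of 0. Of the 23 matched mutant cells 10 were of cluster 6. Of the 23 matched wild-type cells 11 were of cluster 9 and 8 of cluster 6. The keratin median was -0.49 in rows E to H and -0.48 over members in at least 25% of cells. Cytosolic ribosomal protein genes were lower in 16 of 20 cases (median -0.29, and -0.19 in rows E to H). Pigment genes were lower in 5 of 5 cases (median -0.20), with Dct detected in 6 of 89 mutant and 10 of 83 wild-type cells. Mean Dct over all cells was 3.75 and 252 TPM, with 9809 TPM in 1 wild-type cell, and mean Pmel was 0.099 and 123 TPM, so melanocyte RNA in a few wild-type wells was not excluded. The pigment median was -0.05 in the matched cells, -0.12 in rows A to D and -0.07 with all genes.

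The comparison of mutant P56 with wild-type P30 bulge cells sets the mutant beside follicles in their growth phase, anagen. Cxcl14, a chemokine gene, had the largest difference among genes higher in the mutant, at 1333 against 117 TPM (2.49, SD 1.40 and 0.84, n = 89 and 84 cells). Gnmt, Gjb2, Slc7a8, Timp3, Slc39a10, Igfbp7 and Slc3a2 were higher by 1.76 to 2.12, Vdr by 1.78 and Igfbp4, a binding protein of insulin-like growth factors, by 1.69. Krt14 (-2.78), Lgals3 (-2.72), the heat shock gene Hspb1 (-2.52), Tmsb4x (-2.47) and the annexin genes Anxa1 (-2.46) and Anxa2 (-2.41) were lower. In 31 cells of each plate matched on genes detected, the difference of Gjb2 was 0.99, that of Krt14 was -0.80 and that of Tmsb4x was -1.60.

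Immediate early genes were lower in mutant P56 than in wild-type P30 cells in 15 of 16 cases, with a median of -0.47 (percentile 0). Feedback and target genes of the MAPK pathway were higher in 8 of 11 cases (median 0.15, 0.09 after centring on the median gene and 0.02 with all genes), and Etv4 was detected in 49.4% of mutant and 2.38% of wild-type P30 cells. Of 5 MHC class II genes 5 were higher (median 0.26, and 0.16 with all genes), and 19 of 20 ribosomal protein genes were higher (median 0.57). The S phase and G2/M lists had medians of 0.15 and 0.14, both at percentile 100, and of 0.10 and 0.09 after centring. In the 31 matched cells of each plate these medians were on the other side of 0, at -0.11 and -0.05. That match took 0 of the 17 mutant cells of bulge cluster 7, which had cell cycle transcripts and many genes detected, but 2 of the 2 wild-type P30 cells of that cluster. Cells of cluster 7 were thus on the wild-type side only, and whether this turned the medians was not tested.

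Wild-type bulge cells of P56 and P30 were compared to describe telogen against anagen. Immediate early genes were higher at P56 in 15 of 16 cases (median 1.65), with Junb higher by 2.43 (2166 against 356 TPM, SD 1.25 and 1.30, n = 83 and 84 cells) and Fos by 2.17. All 7 measured quiescence genes named by the study were higher at P56, with a median of 0.41 and of 0.26 in wells of rows E to H. Col17a1 was at 667 against 164 TPM. The study named these genes partly from these cells, so their direction here is not independent evidence. Of 6 BMP target genes 5 were higher, led by Id3 (1.38) and Id1 (1.36), with a median of 0.32. That median was 0.98 over members detected in at least 25% of cells and 0.03 with all genes. Id1, Id2 and Id3 were leading genes of bulge cluster 9, beside Fos and Junb. That cluster held 35 of 83 P56 and 1 of 84 P30 cells. No match on immediate early genes was made for this comparison, so whether stress moved its values was not tested. MAPK pathway genes were higher in 11 of 12 cases (median 0.29, 0.15 in 31 cells of each plate matched on genes detected and 0.17 with all genes), among them Dusp6 (0.69) and Spry1 (0.48). Ribosomal protein genes were higher in 18 of 20 cases (median 0.89) and MHC class II genes in 6 of 6 (median 0.29, and 0.44 in the matched cells). Lower at P56 were Serpinb5, a serpin of epithelial cells (-2.84), Gja1 (-2.18), Fabp5 (-1.95) and Ucp2 (-1.73).

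Clustering placed the bulge cells in 9 groups. Of 256 cells, 186 (72.7%) lay in clusters with at least 75% of their cells from 1 plate, so such a cluster may be a plate and not a cell type. Cluster 7, whose leading genes included Hist1h2ap, Fabp5, Stmn1, Tubb5 and Cdk1, held 17 of 89 mutant (19.1%, interval 11.5 to 28.8), 2 of 84 wild-type P30 and 1 of 83 wild-type P56 cells, and had a median of 5854 genes detected. Without the cell cycle, quiescence and bulge marker lists in the clustering, the matching cluster held 18, 4 and 1 cells of these groups. Cluster 9, whose leading genes included Crip1, Fos, Id1, Junb and Tgm5, held 35 of 83 wild-type P56 (42.2%, 31.4 to 53.5), 1 of 84 wild-type P30 and 0 of 89 mutant cells, which allows a share of up to 3.37%. Without those lists, the immediate early list and the 20 leading genes of clusters 4, 7 and 9, the cells matching cluster 9 were again 35, 1 and 0, and those matching cluster 7 were 18 mutant, 4 wild-type P30 and 0 wild-type P56 cells. Cluster 4, interfollicular or differentiating keratinocyte-like by Krtdap, Krt10 and Krt1, held 3 mutant, 4 wild-type P30 and 6 wild-type P56 cells. Clusters 1 and 8 held 35 and 21 of 89 mutant, 5 and 2 of 84 wild-type P30 and 0 of 83 wild-type P56 cells. Gjb2, Ucp2, Gnmt, Gja1, Timp3 and Bgn were leading genes of both, and were higher in mutant than in wild-type P56 cells.

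Mutant and wild-type melanocytes were compared at P56. Per the study, wild-type follicles rest at that age, while mutant skin also holds growing follicles, which contain activated melanocytes that make pigment. No wild-type melanocytes of P30 were profiled here. Traits of nevus cells and of melanocytes in growing follicles thus cannot be told apart. MHC class I genes were higher in the mutant in 8 of 8 cases, with a median of 0.58. B2m was at 10631 against 6306 TPM, and H2-T23 differed by 1.29. Interferon response genes were higher in 6 of 7 cases (median 0.18, 0.28 in 55 cells of each plate matched on genes detected and 0.12 with all genes), and Ifit3 was detected in 41.7% of mutant and 7.41% of wild-type cells. Glycolysis genes were higher in 12 of 14 cases (median 0.34, and 0.52 in rows A to D), among them Tpi1 (0.75) and Aldoa (0.73). Pigment and melanosome genes were higher in 12 of 13 cases (median 0.36, percentile 98.3), with Mlana at 2362 against 953 TPM and Dct, a melanin synthesis enzyme, at 16854 against 10589 TPM, while Pmel was at 5773 against 5546 TPM but differed by -0.65 on the log scale. Mutant melanocytes had more genes detected, and in the 55 matched cells the pigment median was 0.19 (percentile 90.9, within the central 95%) and the MHC class I median 0.61. The pigment median was 0.57 in rows A to D and 0.17 in rows E to H. H2-T23, H2-K1, Ifit3 and Mlana were among the 20 leading genes of melanocyte cluster 1. That cluster held 46 of 84 mutant and 16 of 81 wild-type cells. Whether this mix of cells moved the medians was not tested.

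By single genes, the complement gene C4b differed most among those higher in mutant melanocytes, at 801 against 156 TPM (1.75, SD 1.25 and 0.97, n = 84 and 81 cells). Fxyd1, Dhrs3, the glutathione transferase genes Gsta4 and Gstp1, the myelin protein gene Pmp22 and the interferon-induced genes Ifitm3 and Ifi27 were higher by 1.21 to 1.66. In rows A to D the differences of Ifitm3 and Ifrd1 were 0.86 and -0.87. Fxyd1, Gsta4, Pmp22 and Ifitm3 were also among the 20 leading genes of melanocyte cluster 4, whose 11 cells all came from the mutant plate. Id3 was lower, at 408 against 1721 TPM, a difference of -1.96. Ifrd1 (-1.31), the chaperone genes Dnajb9 (-1.28) and Hsp90aa1 (-1.14) and Lmna (-1.23) were lower too. These 4 genes were among the 20 leading genes of melanocyte cluster 2, beside Atf4, Ppp1r15a and Dnaja1, and 51 of the 59 cells of that cluster came from the wild-type plate. The keratinocyte genes Krt14, Krt5 and Krt15 were detected in 33.3%, 29.8% and 20.2% of mutant and 9.88%, 4.94% and 4.94% of wild-type melanocytes, so keratinocyte RNA in these wells was not excluded. Mean Krt14 was 138 and 193 TPM over all cells.

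Of the genes tied to senescence, secretory factors had a median of 0.15 in mutant against wild-type melanocytes, with 4 of 7 measured members higher. Timp1 was detected in 17.9% of mutant and 2.47% of wild-type melanocytes and Mmp2 in 22.6% and 1.23%. In cells matched on genes detected this median was 0.06 (percentile 85.2), in rows E to H it was 0.23, and with all genes it was 0. The cell cycle inhibitor gene Cdkn1a differed by -0.86, and Cdkn2a was listed at 0 in all 605 cells. At least 20 G2/M genes were detected in 2 of 84 mutant and 1 of 81 wild-type melanocytes.

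Spp1, which encodes the secreted ligand osteopontin that the study is about, was detected in 5 of 84 mutant melanocytes (5.95%, interval 1.96 to 13.3), at a mean of 77.7 TPM over all mutant cells, most of it from 1 cell at 5037 TPM. It was detected in 0 of 81 wild-type melanocytes, which allows a share of up to 3.70%, within the interval of the mutant cells. Whether the shares differ was not tested. No kept bulge cell had it at TPM 1 or more, which allows shares of up to 3.57% in wild-type P30, 3.61% in wild-type P56 and 3.37% in mutant cells. In myeloid cells Spp1 was detected in 10 of 73 wild-type (13.7%, 6.77 to 23.8) and 18 of 72 mutant cells (25%, 15.5 to 36.6), and these intervals overlap. The receptor gene Cd44 was detected in 57.1% of wild-type P30, 78.3% of wild-type P56 and 77.5% of mutant bulge cells, in 77.8% of wild-type and 67.9% of mutant melanocytes, and in 97.3% and 95.8% of wild-type and mutant myeloid cells.

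**Figure D3:**
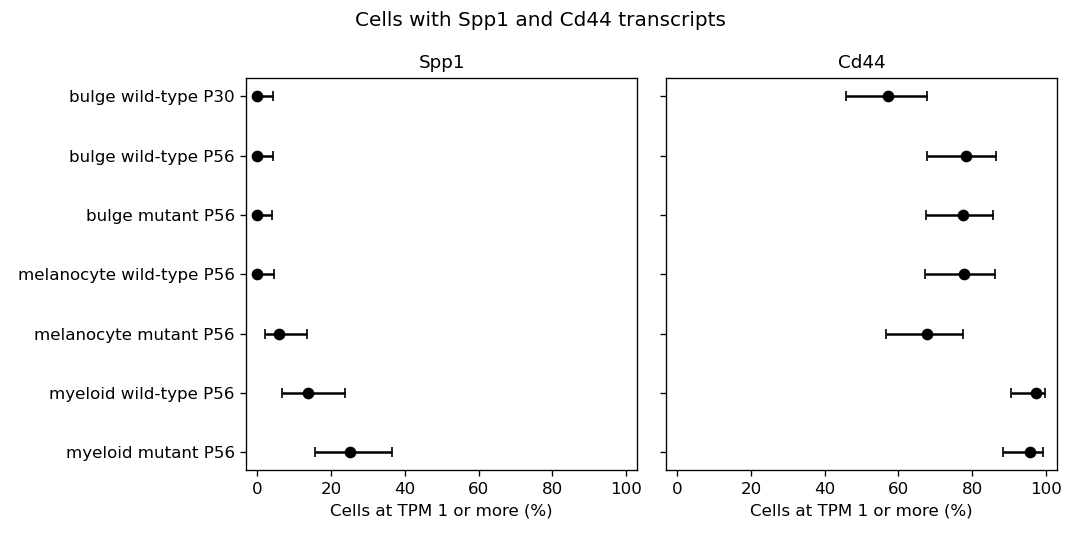
Share of cells at TPM 1 or more (x axis, percent) for Spp1 and Cd44 in each of the 7 groups (points), with exact 95% intervals as bars. Spp1 lies between 0 and 25%, and Cd44 between 57.1% and 97.3%.

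Myeloid cells were compared between mutant and wild-type skin at P56. Macrophage genes were lower in the mutant in 8 of 8 cases, with a median of -0.66 (percentile 0). The complement genes C1qa, C1qb and C1qc differed by -1.12, -1.23 and -1.19, and C1qa was detected in 12.5% of mutant (5.88 to 22.4) and 31.5% of wild-type cells (21.1 to 43.4). Markers of tissue-resident macrophages were lower in 9 of 9 cases (median -0.66, and -0.37 with all genes), with Cbr2 at 74.4 against 738 TPM and the mannose receptor gene Mrc1 at 87.4 against 307 TPM. Ccl8 was at 1200 against 12048 TPM (-1.93, SD 1.30 and 3.81, n = 72 and 73 cells), and Pf4 and Ccl7 differed by -1.64 and -1.06. All 3 were leading genes of myeloid cluster 3, in which mean Ccl8 was 53751 TPM against 407 TPM in the other clusters, so a few cells carried most of the wild-type mean. MHC class II genes were lower in 8 of 8 cases (median -0.42), led by Cd74 (-0.82) and H2-Aa (-0.81). That median was -0.16 in 61 cells of each plate matched on genes detected, -0.08 (percentile 3.33, within the central 95%) with the gene limits of the bulge cells, and -0.71 over members in at least 25% of cells.

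Higher in mutant myeloid cells were Rgs1, a regulator of G protein signalling (1550 against 415 TPM, 1.27), the migration receptor gene Ccr7 (0.92), Nr4a1 (0.90) and Id2 (0.78). In the cells matched on genes detected Nr4a1 was higher by 0.59, and with the gene limits of the bulge cells by 0.54. Nr4a1 was also a leading gene of myeloid cluster 1, beside the heat shock gene Hspb1 and the chaperone gene Hsp90aa1. That cluster held 34 of 72 mutant and 21 of 73 wild-type cells. The 4 measured Langerhans cell markers had a median of 0.21 (0.12 with all genes) with 3 higher, among them Cd207 (0.34), and the 4 measured monocyte markers one of 0.17 with 3 higher. Myeloid cluster 3, macrophage-like by C1qa, C1qb and C1qc, held 2 of 72 mutant cells (2.78%, 0.338 to 9.68) and 15 of 73 wild-type cells (20.5%, 12 to 31.6). The counts were also 2 and 15 without the macrophage and MHC class II genes in the clustering. At resolution 0.3 the cluster that took in these cells held 19.4% of mutant and 35.6% of wild-type cells.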

Values the study reported

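The study reported that 20 bulge cells were removed by its filters and 256 remained. It described 5 clusters of bulge cells. From bulk RNA sequencing of bulge stem cells at P56 it reported 973 genes lower and 1,159 genes higher in the mutant than in controls. It counted 598 genes raised only in mutant melanocytes in bulk data.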

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

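None of the tests below was chosen only after its result was seen, except the matching of bulge cells on immediate early genes and the ranges over cells drawn again. Lists that lay outside the central 95% of random lists in mutant against wild-type cells of 2 sorts, on opposite sides of 0, are given first. The difference between sorts was not tested for any of them, since each sort has 1 plate per genotype. MHC class I genes had medians of -0.41 in bulge cells and 0.58 in melanocytes, a gap of -0.98. Glycolysis genes had medians of -0.21 and 0.34, a gap of -0.55. In the bulge cells matched on immediate early genes the medians of these lists were 0.21 and 0.14, so the opposition did not hold there. Pigment genes had medians of -0.20 (5 genes) and 0.36 (13 genes), a gap of -0.56. The medians were -0.05 in the matched bulge cells and 0.19 in melanocytes matched on genes detected, both within the central 95%. Melanocyte RNA in a few wild-type bulge wells was not excluded, with Dct at 9809 TPM in 1 cell. The bulge median of pigment genes may thus reflect those wells. S phase genes had medians of 0.14 and -0.03, a gap of 0.17, and G2/M genes medians of 0.13 and -0.04, also a gap of 0.17. The melanocyte median of S phase genes was 0.005 in rows E to H, and that of G2/M genes 0.03 in rows A to D and 1.04 points as shares of cells, so neither opposition held throughout. Langerhans cell markers had medians of -0.43 in bulge cells and 0.21 in myeloid cells, a gap of -0.64, and 0.25 in the matched bulge cells. Secretory factors of senescent cells had medians of 0.15 in melanocytes and -0.13 in myeloid cells, a gap of 0.28, but 0.06 in melanocytes matched on genes detected, within the central 95%, and 0 with all genes.

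The quiescence genes were lower in mutant than in wild-type P56 bulge cells. Handling stress that differed between the plates was tested in 23 cells of each plate with like immediate early scores (means 2.34 and 2.35). There the median was -0.43 (95% range over cells drawn again -0.66 to -0.15) against -0.44 in all cells. The MHC class I median moved from -0.41 to 0.21. The near-equal quiescence medians argue against stress as the whole cause in those cells. Of them, 10 mutant cells were of cluster 6, and 11 and 8 wild-type cells were of clusters 9 and 6. The number of genes detected had medians of 4271 and 4425 in wild-type and mutant cells, which argues against it as the whole cause. In 75 matched cells of each plate, a match with little to remove, the quiescence median was again -0.44 (-0.61 to -0.32). The study named these genes partly from these cells, so their percentile among random lists was not used. Genotype cannot be told apart from plate, because there was 1 plate per genotype, and both stay open.

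More mutant than wild-type P56 bulge cells had at least 20 G2/M genes detected, a gap that was not seen with 10 genes required (40.4% and 38.6%). In 75 cells of each plate matched on genes detected the shares were 18.7% (14 cells, interval 10.6 to 29.3) and 2.67% (2 cells, 0.325 to 9.30). These shares argue against the number of genes detected as the whole cause. The match had little to remove, since the medians were 4271 and 4425 genes in wild-type and mutant cells. Genotype, plate and chambers with several cells missed by eye stay open and were not tested.

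Macrophage genes were lower in mutant than in wild-type myeloid cells. In the 66 and 69 cells that scored highest for myeloid genes the median was -0.67 at percentile 0, which argues against fewer myeloid cells in the sort. The number of genes detected had medians of 2946 and 2945 in wild-type and mutant cells, which argues against it as the cause, and the match on it, with little to remove, left the median at -0.50. Myeloid cluster 3, followed after the clusters were seen, held 15 of 73 wild-type and 2 of 72 mutant cells. Its mean of the macrophage genes was 3.68, against 0.84 in the other clusters. A different mix of myeloid cell types thus goes with the lower median. Lower expression in each cell was not tested within clusters and stays open, as do genotype and plate.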

How the results depend on the processing

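The matching on immediate early genes, the clustering of myeloid cells without macrophage and MHC class II genes and of bulge cells without immediate early and leading genes, the choice of clusters followed and the share of cells in clusters mostly of 1 group were chosen only after results were seen. Of 689 list medians under the alternatives, 612 kept their sign and stayed within 1 SD over cells, 51 moved further and 26 changed sign. Of 1104 differences of named genes the numbers were 1016, 81 and 7. Differences of shares of cells were held to their sign only. The SD over cells is a wide limit: without the pseudocount and the shares, 89 of 535 such medians and 20 of 848 such genes lay outside 1.5 times the value as reported. Of 177 shares and cluster counts 153 stayed within their interval, or within 1.5 times for a number of clusters, and 24 moved. TPM without rescaling and cells of their own lineage only changed no sign. The cause of each change below was not tested, except that a smaller pseudocount widens differences of low genes by construction. Some medians became 0 when all genes were used, and those are counted as moved. No paired analysis was possible because the numbers of cells are in accession order and pair nothing, and no test between groups was made. Leaving out replicates was not possible with 1 plate per group, and plate rows could not be compared in myeloid cells, whose mutant columns carry no wells. TPM keeps no depth, so what depth limits could be judged only by genes detected.

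With a pseudocount of 0.01, medians in mutant against wild-type P56 bulge cells were 1.63 for outer bulge markers, -2.40 for quiescence genes, 0.78 for S phase, 0.75 for G2/M and -4.56 for immediate early genes. Against wild-type P30 they were 0.99 for S phase, 0.89 for G2/M and -1.56 for immediate early genes. In wild-type P56 against P30 they were 2.14 for quiescence genes, 1.31 for BMP targets, 3.05 for immediate early genes and 0.0102 for mitosis genes (-0.02 as reported). In myeloid cells they were -2.10 for macrophage and -1.84 for tissue-resident macrophage genes.

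In bulge cells of P56 matched on immediate early genes, the medians that changed sign were 0.22 for interfollicular keratinocyte markers, 0.25 for Langerhans cell markers, 0.036 for clock genes, 0.027 for immediate early genes, 0.27 for keratins, 0.21 for MHC class I, 0.14 for glycolysis and 0.056 for cholesterol synthesis. So did the differences of Anxa8 (0.063) and of Atf3 (0.43), Junb (0.031) and Dusp1 (0.41), which as members of the matched list were set by the match. In cells matched on genes detected, mutant against wild-type P30 medians were -0.11 for S phase, -0.047 for G2/M and -0.087 for mitosis genes, and the S phase median of wild-type P56 against P30 was -0.0871 (0.02 as reported).

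Small medians changed sign elsewhere, too. In rows A to D the signalling factors of mutant against wild-type P56 bulge cells were at -0.084, mitosis genes of wild-type P56 against P30 at 0.0017 and melanocyte G2/M genes at 0.028. In rows E to H the S phase and mitosis medians of wild-type P56 against P30 were -0.026 and 0.0053, and melanocyte S phase was 0.0049. For wild-type P56 against P30, S phase was -0.032 after centring and -0.011 over genes in at least 25% of cells, and mitosis genes were at 0.023 with no filter on cells. BMP targets kept their sign, at 0.98 over genes in at least 25% of cells (0.32 as reported). Melanocyte MAPK genes were at 0.0102 with all genes (-0.07 as reported). As differences of shares of cells, in percentage points, Serpinb5 in mutant against P30 was 0.0669, mitosis genes and Uqcrb in wild-type P56 against P30 were 3.70 and 2.38, and melanocyte G2/M genes, MAPK genes and Lmna were 1.04, 2.07 and 0.0441.

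With at least 10 G2/M genes required, shares were 17.9% in wild-type P30, 38.6% in wild-type P56 and 40.4% in mutant bulge cells, and 15.1% and 15.3% in wild-type and mutant myeloid cells. With at least 30 they were 0% in wild-type and 0% in mutant melanocytes. With at least 1000 genes and no upper limit, 97.8% of wild-type P56 bulge cells were kept (90.2% as reported). Bulge cells in clusters with at least 75% of 1 group (72.7%) were 53.1% at resolution 0.6, 78.9% with 10 components, 90.6% without regression and 63.7% without the listed, immediate early and leading genes, where the cluster matching cluster 7 held 0% of wild-type P56 cells (1.2% as reported). Melanocytes formed 2 clusters at resolution 0.3 and 10 at resolution 1.1 in place of 4. At resolution 1.1 the share of melanocytes in clusters mostly of 1 group was 77% in place of 42.4%, and melanocyte cluster 2 held 34.6% of wild-type and 3.57% of mutant cells in place of 63% and 9.52%. The cluster matching melanocyte cluster 4, which held 0% of wild-type and 13.1% of mutant cells, held 38.3% and 90.5% at resolution 0.3 and 9.88% of wild-type cells at resolution 1.1. At resolution 0.3, 0% of myeloid cells lay in clusters mostly of 1 group (11.7% as reported), and the cluster matching myeloid cluster 3 held 35.6% of wild-type and 19.4% of mutant cells.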

Other observations

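Circadian clock genes were lower in mutant than in wild-type bulge cells of P56 in 14 of 15 cases, with a median of -0.14. Nr1d1, a repressor of the clock, was at 45 against 194 TPM, Bhlhe40 differed by -0.85 and Dbp by -0.43. Among melanocytes 9 of 13 were lower in the mutant (median -0.15), led by Cry1 (-0.49) and Nr1d2 (-0.37). The hour at which mice were sampled is not given in the sources used here, and in bulge cells matched on immediate early genes, a match chosen after the data were seen, the median was 0.04. It was -0.09 in rows A to D, and among melanocytes -0.07 with all genes and -0.24 over genes in at least 25% of cells. In melanocytes the gamma-secretase and CD44 partner genes had a median of 0.17 with 9 of 11 higher, among them Ncstn (0.41), and it was 0.08 (percentile 73.5) in rows E to H of the plates. The study named or described these genes, so they are not independent evidence.

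Cd34 transcripts were detected in 46.1% of mutant and 9.64% of wild-type P56 bulge cells, although both were sorted on the CD34 protein, and Lgr5 was higher in the mutant by 0.44. Krt15 differed by -0.83. The 13 measured bulge stem cell markers had a median of -0.01, within the central 95% of random lists. Osteopontin receptor genes had a median of 0.07 in the same comparison, also within it, with the integrin gene Itgb1 higher by 0.52.

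Xist was detected in 78.6% of wild-type P30, 91.6% of wild-type P56 and 86.5% of mutant bulge cells, in 35.8% of wild-type and 33.3% of mutant melanocytes, and in 78.1% and 81.9% of wild-type and mutant myeloid cells. A Y-linked transcript was above 0 in 2 wild-type melanocytes, 1 mutant myeloid cell and 0 cells of the other groups.

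The bulge cells formed 9 clusters here. That is higher than the value quoted from the study above, but the study clustered with another tool. The number here was 7 at resolution 0.6 and 10 at resolution 1.5, so the counts are not like measures.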
